A study of Homo sapiens with 12 samples.

How the data were processed

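Messenger RNA was sequenced from human adipose microvascular endothelial cells (HAMECs), primary cells that line the small blood vessels of fat tissue. The labels give 4 groups of 3 libraries, 12 in all, and samples were grouped and numbered by their titles. Control cells (Con) have no named treatment, and the labels do not state a vehicle. Lip cells received lipids at 50 µM for 4 h, and the labels do not state which lipids. Lip_DETA cells received the same lipids together with 50 µM DETA NONOate, a compound that releases nitric oxide (NO), for 4 h. Lip_LNAME cells received the same lipids and 1 mM L-NAME, an inhibitor of the enzymes that make NO (NO synthases), from 16 h before collection. The design text lists these additions in a single sequence, and which group received which addition was taken from the sample labels. No group received DETA NONOate or L-NAME without lipids, so both compounds were compared on a background of lipid treatment.

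RNA with a poly-A tail was captured on poly-T beads, fragmented, copied from random hexamers and read from both ends on an Illumina instrument, per the labels' protocols. The authors aligned the reads to the human genome hg38 with STAR 2.7.9a and made the deposited counts, which are raw read counts per gene, with featureCounts in Rsubread 2.8.8, per the labels. The annotation release, the use of strand and the handling of multi-mapping reads are not stated there. In the deposited counts the near-identical histone genes H2AC18 and H2AC19 differed by at most 0.917% in any library, at counts from 170 to 5111, so reads that map to several copies appear to have been counted at each copy. Values of genes with near-identical copies and of genes whose exons overlap another gene are therefore uncertain, and this is said where such a gene is named. The count columns of Lip_DETA and Lip_LNAME carry initials, which were matched to those titles. Each count column was checked to be a constant multiple of a single column of the authors' deposited normalized counts, a signal made by dividing counts by a size factor per library, whose columns name the groups in full. The normalized counts were used for that check only. The authors' deposited tables also give log2 fold changes from DESeq2 1.34.0 and adjusted p-values to which the authors applied a further Benjamini-Hochberg adjustment across comparisons, per the labels. The model formula and the gene filter behind those tables are not stated, and the tables were used only to set beside the values computed here.

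The count table held 62710 genes. Of the identifiers, 62639 matched GENCODE release 44, which gave coordinates on hg38, gene types, transcript lengths and GC content, and 42303 genes had a symbol. Total counts ranged from 18.0 to 25.1 M (mega-counts) per library. CPM, counts relative to library size, are given after trimmed mean (TMM) scaling, as mean ± SD over the 3 libraries of a group. A group whose libraries all held at most 3 counts of a gene was taken as being at the floor, and its fold difference is given as a bound against 3 counts. Floors cover counting error only, because reads without molecular identifiers are not independent molecules.

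Differential expression was tested with edgeR 4.0.16 in R 4.3.3. The quasi-likelihood F test (robust fit) was applied to counts after filterByExpr by group and TMM scaling, with all 12 libraries in a single fit of 4 group means. The filter kept 16675 genes. P-values were adjusted by the Benjamini-Hochberg method over the genes of each contrast, and genes with an adjusted p-value under 0.05 were counted as called. All 6 contrasts between the groups were computed. Standard errors (SE) are the absolute log2 fold change divided by the square root of the F statistic. In each of the 3 contrasts Lip vs Con, Lip_DETA vs Lip and Lip_LNAME vs Lip, 10 gene sets were tested with camera (limma 3.58.1) at an inter-gene correlation of 0.01, adjusted over the 30 tests. The sets were PPAR fatty acid response, cholesterol synthesis, fatty acid synthesis and desaturation, NRF2 antioxidant response, endoplasmic reticulum (ER) stress and integrated stress response, heat shock, endothelial inflammation, palmitoylation cycle, cell cycle and hypoxia. A separate list of 16 study genes covers lipid uptake, NO and CD36 palmitoylation. The sets share no gene with each other, and the study list shares 1 gene with the PPAR set, 1 with the NRF2 set and 3 with the palmitoylation set. Before the data were examined, the groups, tests, gene sets, study genes, named-gene rule and most alternatives were fixed.

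By the named-gene rule, the genes considered in each contrast had a symbol, an adjusted p-value under 0.05, an average log2 CPM of at least 1 and groups that did not overlap. The 3 highest and the 3 lowest log2 fold changes among them are named. The study genes are named as well, with the 2 members of smallest p-value of each gene set past the threshold. EGFL7 falls outside this rule and was chosen after its values were seen, like the mitochondrial, ribosomal and histone genes described as groups.

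Correlations of log2 fold changes between contrasts that share the Lip libraries were set beside 100 simulations in which the groups were unchanged. Genes are not independent replicates, so no p-value is given for them. Medians of gene lists were placed among 10000 random lists of the same size, matched on mean expression in 20 bins, with each gene signed by its own direction in the contrast that defined the list. After seeing the data, random lists were also redrawn under each alternative.

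The methods were tested on simulated data drawn from the means, dispersions and library sizes of the real libraries. In Lip, 200 genes were changed by 1.5 on the log2 scale, up or down. No simulated library was made to deviate from its group mates, as Lip_LNAME replicate 1 does in the real data. The rates below may therefore not hold for the real contrasts. Among 16288 genes, edgeR recovered 92.5% of the changed genes, and 4.64% of its calls were false. DESeq2 1.42.0 recovered 95.5% among 16675 genes with 18.0% false calls, and limma voom with sample quality weights recovered 91.0% with 5.21% false calls.

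Alternatives were DESeq2 size factors or library size alone for scaling, no filter on low counts or a CPM of at least 1 in 3 libraries, the DESeq2 Wald test, fits of only the 2 groups compared, a replicate block, each library left out in turn, and fry or an estimated correlation for the sets. For correlations and list medians they were an average log2 CPM of at least 5, a prior count of 5 in place of 0.125 and an adjusted p-value under 0.01. After seeing the data, 3 more were added: limma voom with sample quality weights, the fit without Lip_LNAME replicate 1 for contrasts that do not involve it, and offsets that removed each library's smooth trends with transcript length and GC content (lowess span 0.3). Tables were handled with pandas 2.3.3 and NumPy 2.4.6, and plots were drawn with matplotlib 3.10.9. Splicing, variants and any detail about cell donors were not analysed here.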

Results

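Poly-A RNA was counted per gene in 12 libraries of human adipose microvascular endothelial cells, 3 each of control cells (Con), lipid-treated cells (Lip), cells treated with lipids and the NO donor DETA NONOate (Lip_DETA) and cells treated with lipids and the NO synthase inhibitor L-NAME (Lip_LNAME). Total counts, in mega-counts (M), were 21.1 ± 0.317 M in Con, 22.1 ± 1.73 M in Lip, 19.7 ± 1.55 M in Lip_DETA and 22.7 ± 2.25 M in Lip_LNAME (SD, n = 3). Replicates within a group correlated at Pearson r of 0.989 to 0.992 across genes on log2 CPM, except for Lip_LNAME replicate 1, which correlated at 0.945 with replicate 2 and 0.951 with replicate 3 of its group. The other Lip_LNAME pair reached 0.990. In the same library 20026 genes had at least 1 count, against 23070 and 22835 in its group mates. With all 12 libraries the common dispersion of the edgeR fit was 0.0347, a biological coefficient of variation of 18.6%, and without Lip_LNAME replicate 1 it was 0.00461, or 6.79%. This library therefore set the spread used in every contrast, and the number of genes called without it is given for each contrast. The first principal component held 41.3% of the variance and the second 32.9%.

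**Figure D1:**
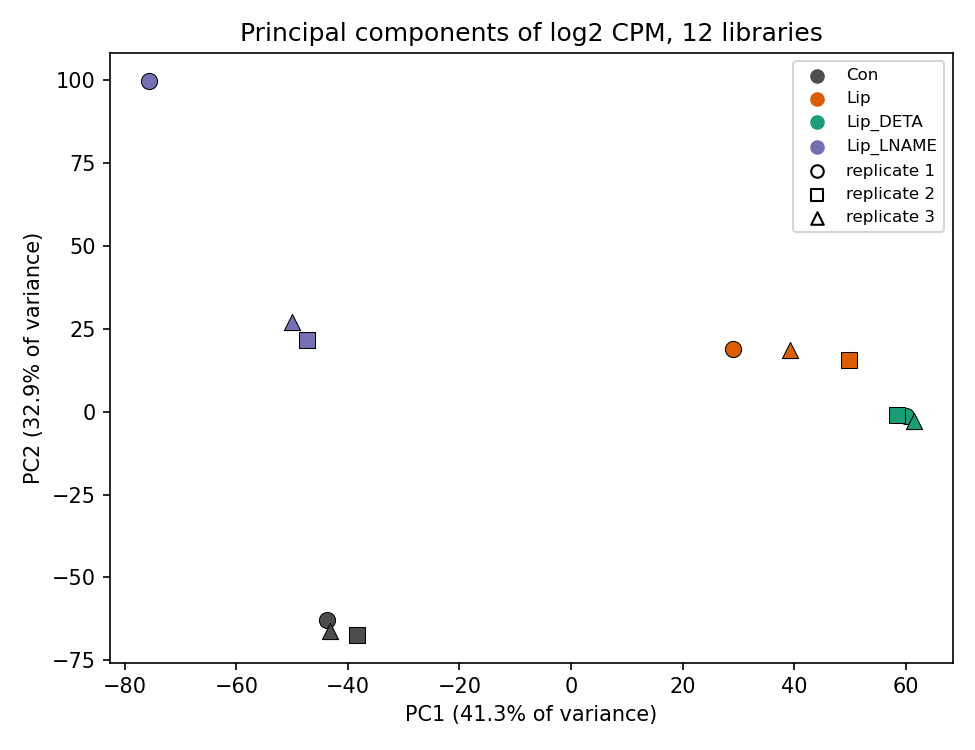
Principal components of log2 CPM for the 12 libraries, with PC1 (41.3% of variance) on the x axis and PC2 (32.9%) on the y axis; color gives the group and marker shape the replicate. Lip_LNAME replicate 1 lies at 99.9 on PC2, while its group mates lie at 21.6 and 27.1.

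The composition of the libraries differed between groups. Mitochondrially encoded genes took 4.25 ± 0.216% of counts in Con, 0.730 ± 0.106% in Lip, 1.07 ± 0.0881% in Lip_DETA and 0.186 ± 0.0406% in Lip_LNAME (SD, n = 3). Replication-dependent histone genes took 0.00721 ± 0.000737% in Con, 0.0993 ± 0.0270% in Lip, 0.145 ± 0.00516% in Lip_DETA and 0.0392 ± 0.0144% in Lip_LNAME. The histone copies are near-identical, so their single values are uncertain. Ribosomal protein genes took 14.4% of counts in Lip_LNAME replicate 1 and from 5.33% to 6.77% in the other 11 libraries. A group of 4 genes annotated as long noncoding RNA (lncRNA), 3 of them near-identical, lies in the ribosomal DNA array on chromosome 21. They took 9.42% and 9.75% of counts in Lip_LNAME replicates 2 and 3 but 0.395% in replicate 1, against 0.573% to 1.00% in Lip. The use of strand is not stated, so ribosomal RNA of the other strand may be part of these counts.

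**Figure D2:**
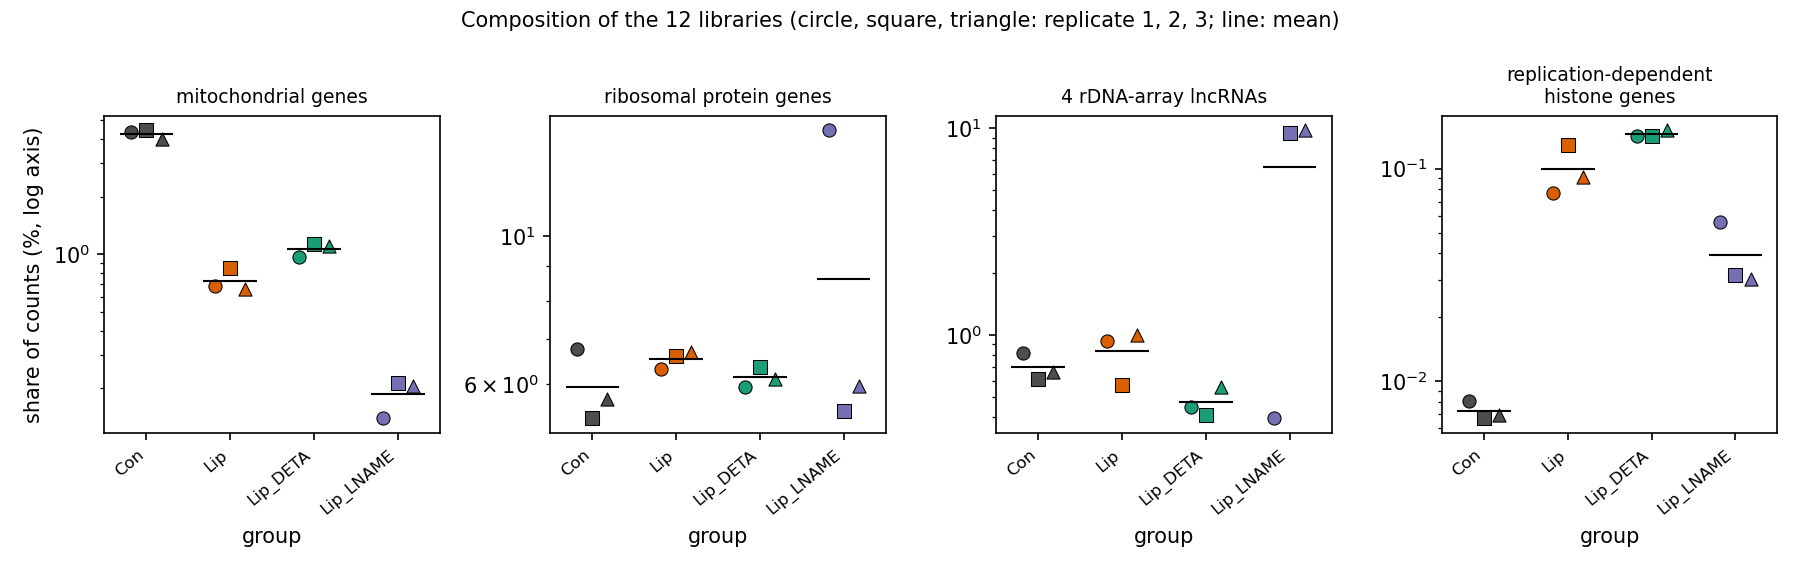
Share of counts (%, log axis) taken by mitochondrial genes, ribosomal protein genes, 4 lncRNA genes of the ribosomal DNA array and replication-dependent histone genes in each library; markers are replicates and lines are group means. Mitochondrial shares fell from a mean of 4.25% in Con to 0.186% in Lip_LNAME, and the array lncRNAs took 9.42% and 9.75% in 2 of the 3 Lip_LNAME libraries.

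The Lip vs Con contrast compares cells given lipids without either compound to control cells. Because the labels state no vehicle, a vehicle effect cannot be separated from the lipid response here. Of 16675 genes tested, edgeR called 2693 higher and 3105 lower in Lip at an adjusted p-value under 0.05, and 1198 and 1377 of these changed at least 2-fold. The groups did not overlap for 64.5% of genes, where chance gives 10%. Omitting Lip_LNAME replicate 1 from the shared fit, an alternative chosen after seeing the data, moved the total most, to 5234 higher and 5086 lower, and 5797 of the 5798 calls remained with the same direction. Scaling also mattered for the balance of directions. Higher genes were 46.4% of the calls after TMM and 31.5% when libraries were scaled by total counts alone. That scaling shifted the median log2 fold change of all genes to −0.17 in Lip vs Con, −0.23 in Lip_DETA vs Con and −0.31 in Lip_LNAME vs Con, and to −0.05, −0.07 and 0.05 in Lip_DETA vs Lip, Lip_LNAME vs Lip and Lip_DETA vs Lip_LNAME. The authors' deposited table lists 3364 higher and 3495 lower genes for the same contrast at 0.05. Of the edgeR calls, 98.8% were also past that threshold in the authors' deposited table, where the log2 fold changes correlated at r = 0.999 across genes.

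**Figure D3:**
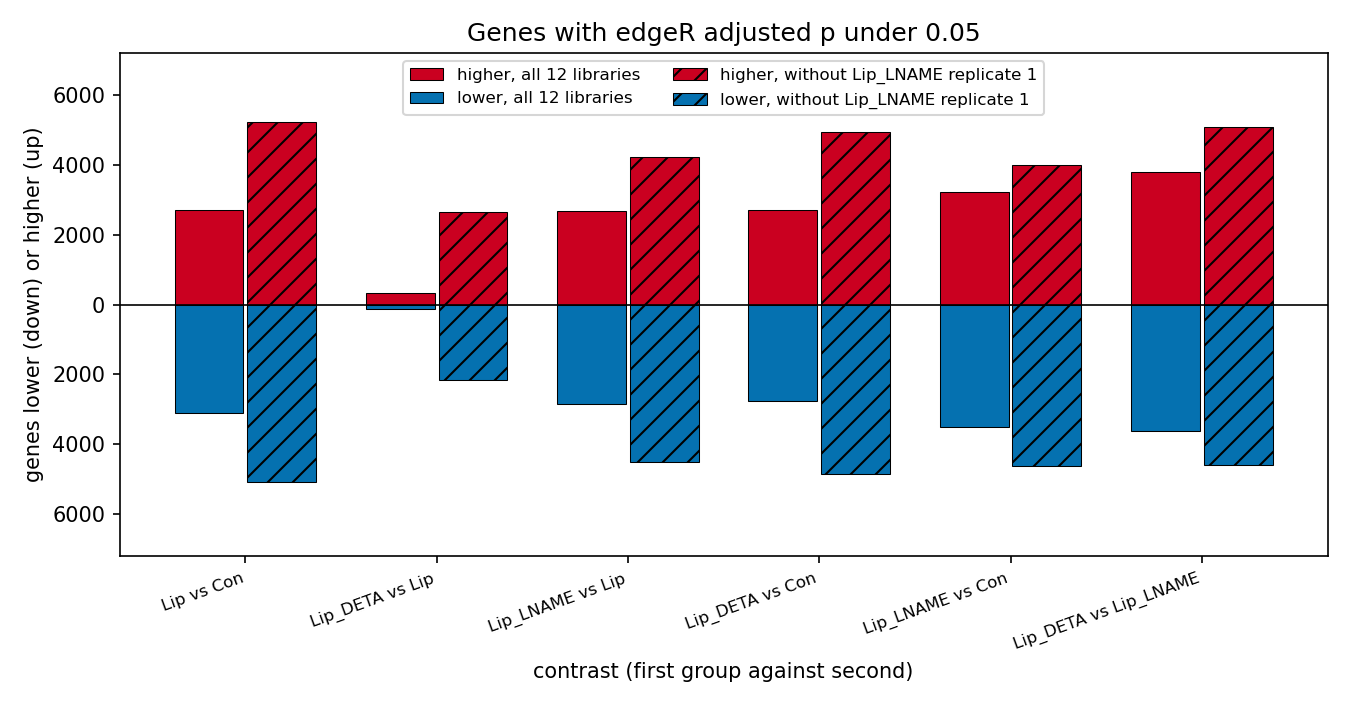
Number of genes called higher (upward bars) and lower (downward bars) at an edgeR adjusted p-value under 0.05 in the 6 contrasts, with all 12 libraries (plain) and without Lip_LNAME replicate 1 (hatched). For Lip_DETA vs Lip the bars are 345 and 112 with all libraries, and 2656 and 2166 without that library.

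Among genes named by the fixed rule, HSPA6 (chromosome 1, 161524540 to 161526894, plus strand) rose from 0.353 ± 0.0695 CPM in Con to 2532 ± 568 CPM in Lip (SD, n = 3). Its log2 fold change was 12.79 (SE 0.55, edgeR adjusted p 2.45e-08). HSPA7 (chromosome 1, 161606291 to 161608217), annotated as a pseudogene and close in sequence to HSPA6, held at most 2 counts per Con library and was at least 2612-fold higher in Lip. The split of reads between both genes is uncertain. RN7SL472P, a copy of the 7SL RNA family with the same uncertainty, was at least 24.4-fold higher. The lowest changes were those of the mitochondrial tRNA genes MT-TN (log2 fold change −8.84) and MT-TC (−7.60) and of the microRNA gene MIR126 (chromosome 9, 136670602 to 136670686), which fell from 266 to 296 counts per library in Con to between 1 and 5 in Lip (log2 fold change −6.56, SE 0.36, adjusted p 1.85e-07). MIR126 lies in an intron of EGFL7, and its reads were not separated from unspliced EGFL7 RNA. EGFL7, a gene chosen after its values were seen, rose by 1.36 on the log2 scale (adjusted p 0.00747).

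The series title concerns CD36, a fatty acid receptor, and its modification by nitrosation and palmitoylation. Protein modification was not measured, and the counts give the RNA level only. CD36 (chromosome 7, 80369575 to 80679277, plus strand) stood at 130 ± 21.5 CPM in Con, 128 ± 4.03 in Lip, 144 ± 1.67 in Lip_DETA and 132 ± 9.96 in Lip_LNAME (SD, n = 3). Its log2 fold change was −0.01 in Lip vs Con (SE 0.12, edgeR adjusted p 0.942), 0.16 in Lip_DETA vs Lip (SE 0.12, adjusted p 0.567) and 0.04 in Lip_LNAME vs Lip (SE 0.12, adjusted p 0.840). None of these passed the threshold. The fit of only the Lip and Lip_DETA libraries gave 0.17 with an adjusted p of 0.0145, the only alternative that moved CD36 past the threshold. Offsets for length and GC trends, chosen after seeing the data, gave 0.30 in Lip vs Con (adjusted p 0.0716).

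Of the 16 study genes, 1 was called in Lip vs Con both over all genes and adjusted over the list alone. This was GSR, which rose from 56.0 ± 4.58 to 80.3 ± 4.80 CPM (log2 fold change 0.52, SE 0.11, edgeR adjusted p 0.00272). The count moved most, to 8 genes, in the fit of only the Lip and Con libraries, in the voom fit and without Lip_LNAME replicate 1. In the last of these FABP4 (0.87), FABP5 (0.45), NOS3 (0.41) and SLC27A1 (0.30) were among the genes called higher. In Lip_DETA vs Lip, 0 study genes were called over all genes or adjusted over the list alone, and 3 had an unadjusted edgeR p-value under 0.05. These were CAV1 (log2 fold change −0.28, p 0.0327), SLC27A4 (−0.25, p 0.0357) and FABP4 (−0.96, p 0.0477). Without Lip_LNAME replicate 1 the count was 5, with FABP4 at −0.96 (adjusted p 0.00340) and FABP5 at −0.41 (adjusted p 0.000142).

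In Lip_LNAME vs Lip, 5 study genes were called over all genes and 8 adjusted over the list alone. SLC27A3 rose by 0.94 on the log2 scale (SE 0.15, edgeR adjusted p 0.000805), SLC27A1 by 0.48 (0.00528) and GPIHBP1 by 1.93 (0.0153, from 25 to 51 counts per library against 5 to 13 in Lip). GSR fell by 0.49 (adjusted p 0.00467) and NOS3 by 0.63 (adjusted p 0.0372). Without Lip_LNAME replicate 1 NOS3 fell by 0.37 (adjusted p 7.28e-05). In that fit 7 study genes were called, among them these 5, at adjusted p-values from 1.04e-06 (SLC27A3) to 0.0184 (GPIHBP1). Exons of SLC27A3 overlap INTS3, those of NOS3 overlap ATG9B, and those of SLC27A1 overlap PGLS-DT, so these 3 values are uncertain. The NOS3 call was lost when Lip replicate 1, 2 or 3 was left out (adjusted p 0.113, 0.0859 and 0.0753) and the GPIHBP1 call when Lip replicate 1 was left out (adjusted p 0.0579). The SLC27A1 call was lost without a filter on low counts (adjusted p 0.0558). In the fit of only the Lip and Lip_LNAME libraries 1 study gene was called, SLC27A3. FABP4 read 1814 CPM in Lip_LNAME replicate 1 against 440 and 493 in its group mates, and its log2 fold change of 1.12 (adjusted p 0.0675) became 0.15 without that library. FABP5, which overlaps LNMICC on the other strand, likewise moved from 0.93 to 0.15. Without Lip_LNAME replicate 2 or 3 both genes were called, FABP4 at 1.45 and 1.41 and FABP5 at 1.21 and 1.19. With all libraries kept, the DESeq2 test also called FABP4 (1.12, adjusted p 0.0301) and FABP5 (0.94, adjusted p 0.0336). Offsets for length and GC trends, chosen after seeing the data, called both at smaller sizes, FABP4 at 0.60 (adjusted p 0.0453) and FABP5 at 0.41 (adjusted p 0.0342). LYPLA1 rose from 88.4 ± 3.22 CPM in Lip to 108 ± 14.6 in Lip_LNAME (SD, n = 3). It was called over the list alone (edgeR adjusted p 0.0498), and over all genes without Lip_LNAME replicate 1 (0.39, adjusted p 6.87e-06). LPL, at 1.14 ± 0.131 CPM in Lip and 0.646 ± 0.396 in Lip_LNAME, was not called over the list alone (edgeR adjusted p 0.0872). Study genes were called in 1 case in Lip_DETA vs Con, 7 in Lip_LNAME vs Con and 9 in Lip_DETA vs Lip_LNAME over all genes, and in 1, 7 and 10 cases adjusted over the list alone.

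**Figure D4:**
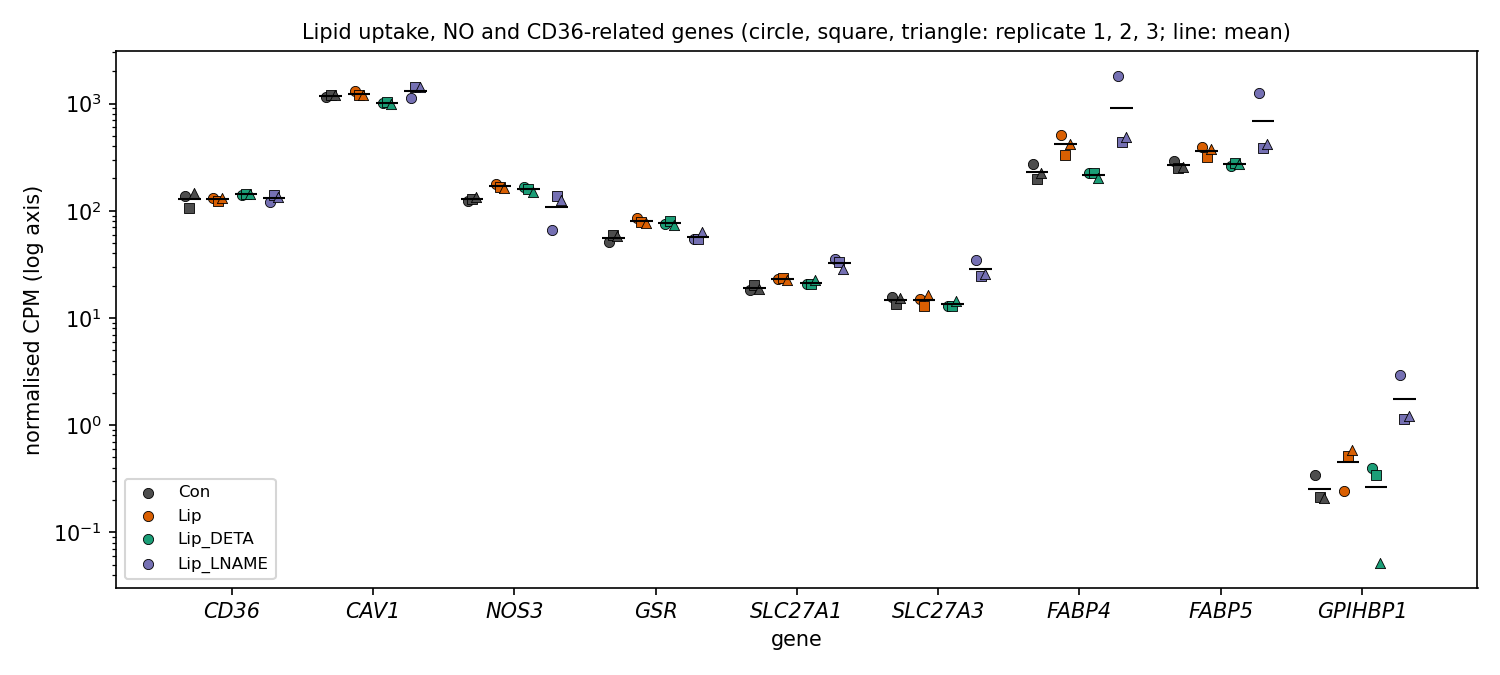
Normalized CPM (log axis) of 9 genes of lipid uptake and NO metabolism in each library, with color for the group, marker shape for the replicate and lines for group means. CD36 means lie between 128 and 144 CPM in the 4 groups, and FABP4 reaches 1814 CPM in Lip_LNAME replicate 1 alone.

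Adding the NO donor to lipids was measured by Lip_DETA vs Lip. The edgeR fit called 345 genes higher and 112 lower, of which 160 and 24 changed at least 2-fold, and 2769 genes had an unadjusted p-value under 0.05. The groups did not overlap for 43.5% of genes, against 10% by chance. Without Lip_LNAME replicate 1 in the shared fit the counts were 2656 and 2166, and all 457 calls remained with the same direction. Higher genes made up 75.5% of the calls, 55.1% without that library and 64.7% under scaling by total counts. Leaving out Lip replicate 1, 2 or 3 gave 57, 346 and 43 calls, and leaving out Lip_DETA replicate 1, 2 or 3 gave 93, 72 and 56. The authors' deposited table lists 830 higher and 335 lower genes. CYP1A1 (chromosome 15, 74719542 to 74725536, minus strand) rose from 18.6 ± 5.72 to 98.8 ± 12.1 CPM (log2 fold change 2.41, SE 0.21, adjusted p 0.000792), and averaged 89.0 CPM in Con. CEMIP rose by 2.30 and DKK1 by 2.28 on the log2 scale. DTX4 (log2 fold change −1.84), GIMAP7 (−1.41) and EGR3 (−1.39) were the lowest. CEMIP, DKK1, DTX4 and EGR3 share exon sequence with genes on the opposite strand and are uncertain to that extent. The GIMAP7 call was lost in 5 of the 6 fits that left out a Lip or Lip_DETA library (adjusted p up to 0.122) and the EGR3 call in 4 of them (up to 0.0819).

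Adding the NO synthase inhibitor, from 16 h before collection, was measured by Lip_LNAME vs Lip. The counts do not measure NO, and no group shows L-NAME without lipids. By edgeR 2683 genes were called higher and 2842 lower, and 856 and 1436 of these changed at least 2-fold. The groups did not overlap for 42.5% of genes, against 10% by chance. Without Lip_LNAME replicate 1 the counts were 4232 and 4509, and 5310 of the 5525 calls remained with the same direction. Omitting Lip replicate 2 lowered the number of higher genes to 1626. In the fit of only these 6 libraries 937 genes were higher and 1317 lower. Higher genes were 48.6% of the calls after TMM and 36.3% under total-count scaling. The authors' deposited table lists 3495 higher and 3428 lower genes. DEPP1 (chromosome 10, 44970981 to 44978809, minus strand) rose from 11.4 ± 2.38 to 229 ± 64.8 CPM (log2 fold change 4.33, SE 0.22, adjusted p 3.42e-07), and its exons overlap RASSF4 on the other strand. The microRNA genes MIR3648-1 (4.16) and MIR3648-2 (4.19) are near-identical copies in the ribosomal DNA array, so their values are uncertain. MIR3648-1 read 121 CPM in Lip_LNAME replicate 1 and 535 and 440 in replicates 2 and 3. NGFR and FGF18 had 0 counts in all 3 Lip_LNAME libraries and were at least 46.0-fold and 11.0-fold lower than in Lip. DLX2, with at most 1 count, was at least 34.2-fold lower. NGFR exons overlap an antisense gene.

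Lip_DETA and Lip_LNAME were also compared directly. DETA NONOate was given for 4 h and L-NAME from 16 h before collection, so compound and exposure time are not separated here. This contrast, which tests whether the donor and the inhibitor differed on the same lipid background, gave 3787 genes higher and 3623 lower in Lip_DETA by edgeR, and 5083 and 4593 without Lip_LNAME replicate 1. DEPP1 was lowest by this measure (log2 fold change −5.52, adjusted p 7.80e-08). The array features MIR3648-2 (−4.97) and RNA5-8SN2 (−4.95) followed, and as members of near-identical families both are uncertain. NGFR was at least 110-fold, DLX2 at least 98.2-fold and FGF18 at least 31.6-fold higher in Lip_DETA. Against Con, Lip_DETA had 2706 genes higher and 2769 lower, and Lip_LNAME had 3217 higher and 3506 lower. Under total-count scaling the Lip_DETA counts were 1833 and 4279, and higher genes fell from 47.9% to 23.2% of the Lip_LNAME calls. Without Lip_LNAME replicate 1 the Lip_DETA vs Con counts were 4941 and 4835 and the Lip_LNAME vs Con counts 3992 and 4623. The shares of genes whose groups did not overlap were 52.8% for Lip_DETA vs Lip_LNAME, 63.6% for Lip_DETA vs Con and 50.9% for Lip_LNAME vs Con, against 10% by chance. FOS (chromosome 14, 75278826 to 75282230) rose from 0.606 ± 0.258 CPM in Con to 273 ± 33.0 CPM in Lip_LNAME (log2 fold change 8.80, SE 0.24, adjusted p 1.66e-09). It was similarly high in Lip (279 ± 14.5 CPM) and Lip_DETA (260 ± 19.8 CPM). RGS16 was at least 69.3-fold higher in Lip_LNAME and SERPINB10 at least 39.1-fold higher in Lip_DETA than in Con, SERPINB10 sharing exon sequence with another gene. RNA5-8SN2, a copy of the 5.8S ribosomal RNA gene, rose by 7.98 on the log2 scale in Lip_LNAME vs Con. HSPA7 was at least 3277-fold higher in Lip_DETA than in Con, and HSPA6 rose by 13.07 on the log2 scale. The lowest log2 fold changes in Lip_DETA vs Con were those of MT-TN (−6.74), MT-TC (−6.53) and MT-TY (−5.32). In Lip_LNAME vs Con MT-TC stood at −9.17, and MT-TY and MT-TN were at least 121-fold and 294-fold lower.

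Gene sets were tested with camera and adjusted over 30 tests. In Lip vs Con, 5 sets rose. The heat shock set had a median log2 fold change of 2.59 with 13 of 13 members higher (camera adjusted p 1.77e-44), the endothelial inflammation set 2.86 with 17 of 18 higher (9.47e-31) and the ER stress set 1.38 with 18 of 18 higher (2.62e-15). The hypoxia set had a median of 0.44 with 14 of 15 higher (0.00648) and the cell cycle set 0.28 with 20 of 28 higher (0.0346). The cell cycle call was lost without Con replicate 1 (adjusted p 0.115), without Lip replicate 1 (0.0752) and without Lip replicate 3 (0.0564), and under total-count scaling (0.0657). The members of smallest p-value included ATF3 (log2 fold change 5.94) and DDIT4 (3.34), HSPA1B (6.54) and HSPA1A (6.44), TNFAIP3 (4.88) and NFKBIA (2.73), VEGFA (1.62) and ANKRD37 (2.03), and E2F1 (0.94) and CDC6 (0.93). HSPA1A and HSPA1B are near-identical, and ANKRD37, TNFAIP3 and VEGFA overlap other genes, so their single values are uncertain.

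In Lip_DETA vs Lip, the ER stress set rose by a median of 0.91 with 18 of 18 members higher (camera adjusted p 5.28e-28), the heat shock set by 0.35 with 13 of 13 higher (0.000280), the NRF2 set by 0.09 with 11 of 18 higher (0.00575) and the inflammation set by 0.28 with 15 of 18 higher (0.0195). The cell cycle set fell by a median of 0.23 with 25 of 28 lower (6.47e-05). Without Lip replicate 3 the inflammation set had an adjusted p of 0.138, and without Lip_LNAME replicate 1 it had 0.0882. In the fit of only the Lip and Lip_DETA libraries neither the inflammation set (0.225) nor the NRF2 set (0.0510) passed. HMOX1 (log2 fold change 1.82), SLC7A11 (1.67), DNAJB9 (1.59) and SESN2 (1.42) were past the gene threshold. The SLC7A11 call, on a gene that overlaps SLC7A11-AS1, was lost without Lip replicate 1 (adjusted p 0.0986), Lip replicate 3 (0.0951), Lip_DETA replicate 2 (0.0570) and Lip_DETA replicate 3 (0.0776). BAG3 (0.50), HSPH1 (0.40), SELE (0.55), CXCL2 (0.52), PCNA (−0.67) and PLK1 (−0.47) were not past it, with edgeR adjusted p-values from 0.0501 to 0.173. All 6 were past it without Lip_LNAME replicate 1, with adjusted p-values from 1.2e-06 (PCNA) to 0.0318 (BAG3), and all 6 were past it in the voom fit.

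In Lip_LNAME vs Lip, 5 sets fell. Heat shock had a median of −2.51 with 13 of 13 members lower (camera adjusted p 1.38e-34), cell cycle −1.37 with 27 of 28 lower (1.50e-24), inflammation −1.73 with 15 of 18 lower (5.03e-22), ER stress −0.92 with 16 of 18 lower (1.91e-07) and hypoxia −0.54 with 11 of 15 lower (0.00530). SELE (log2 fold change −4.90), CCL20 (−4.91), HSPA1B (−3.52), HSPH1 (−2.95), ATF3 (−2.37), PLK1 (−2.06), XBP1 (−1.74), RRM2 (−1.72) and P4HA1 (−1.14) fell, while ADM in the hypoxia set rose by 1.73. Exons of SELE, PLK1 and P4HA1 overlap other genes, which leaves these values uncertain to that extent. Without Lip_LNAME replicate 1 the NRF2 and cholesterol synthesis sets were also past the threshold (0.00772 and 0.0192). The PPAR, cholesterol synthesis, fatty acid synthesis and palmitoylation sets did not pass with camera in any of the 3 contrasts, with the smallest adjusted p of 0.0585 for the PPAR set in Lip vs Con, but all 4 passed under some alternatives. Leaving out Con replicate 2, Con replicate 3 or Lip replicate 2 moved that PPAR value to 0.0382, 0.0209 and 0.0415, and it was 0.00231 with fry and 0.0138 without a filter on low counts. In Lip_LNAME vs Lip the palmitoylation set, with a median of 0.14 and 19 of 27 members higher, had an adjusted p of 0.149 with camera, 0.000734 with fry, 0.0166 without a filter and 0.265 with an estimated correlation. The cholesterol and fatty acid synthesis sets fell in that contrast with fry (0.000165 and 0.0214) and without a filter (0.0282 and 0.0245), and in Lip_DETA vs Lip without a filter (0.0277 and 0.0239). The fatty acid synthesis set also passed without Lip replicate 3 in Lip_DETA vs Lip (0.0460) and without Lip_LNAME replicate 2 in Lip_LNAME vs Lip (0.0354). The NRF2 set passed with fry in Lip vs Con (0.00880) and in Lip_LNAME vs Lip (0.00769), and without a filter in Lip vs Con (0.0269). In Lip_DETA vs Lip the cholesterol synthesis set passed without Lip_LNAME replicate 1 (0.0349). Under fry, all calls in Lip vs Con and Lip_LNAME vs Lip held, and in Lip_DETA vs Lip the inflammation set did not (0.107), while the hypoxia set passed as higher (0.0143) with a median of −0.07. With an estimated correlation, heat shock, inflammation, ER stress and hypoxia held in Lip vs Con, ER stress alone held in Lip_DETA vs Lip (0.0110), and heat shock, cell cycle, inflammation and hypoxia held in Lip_LNAME vs Lip.

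**Figure D5:**
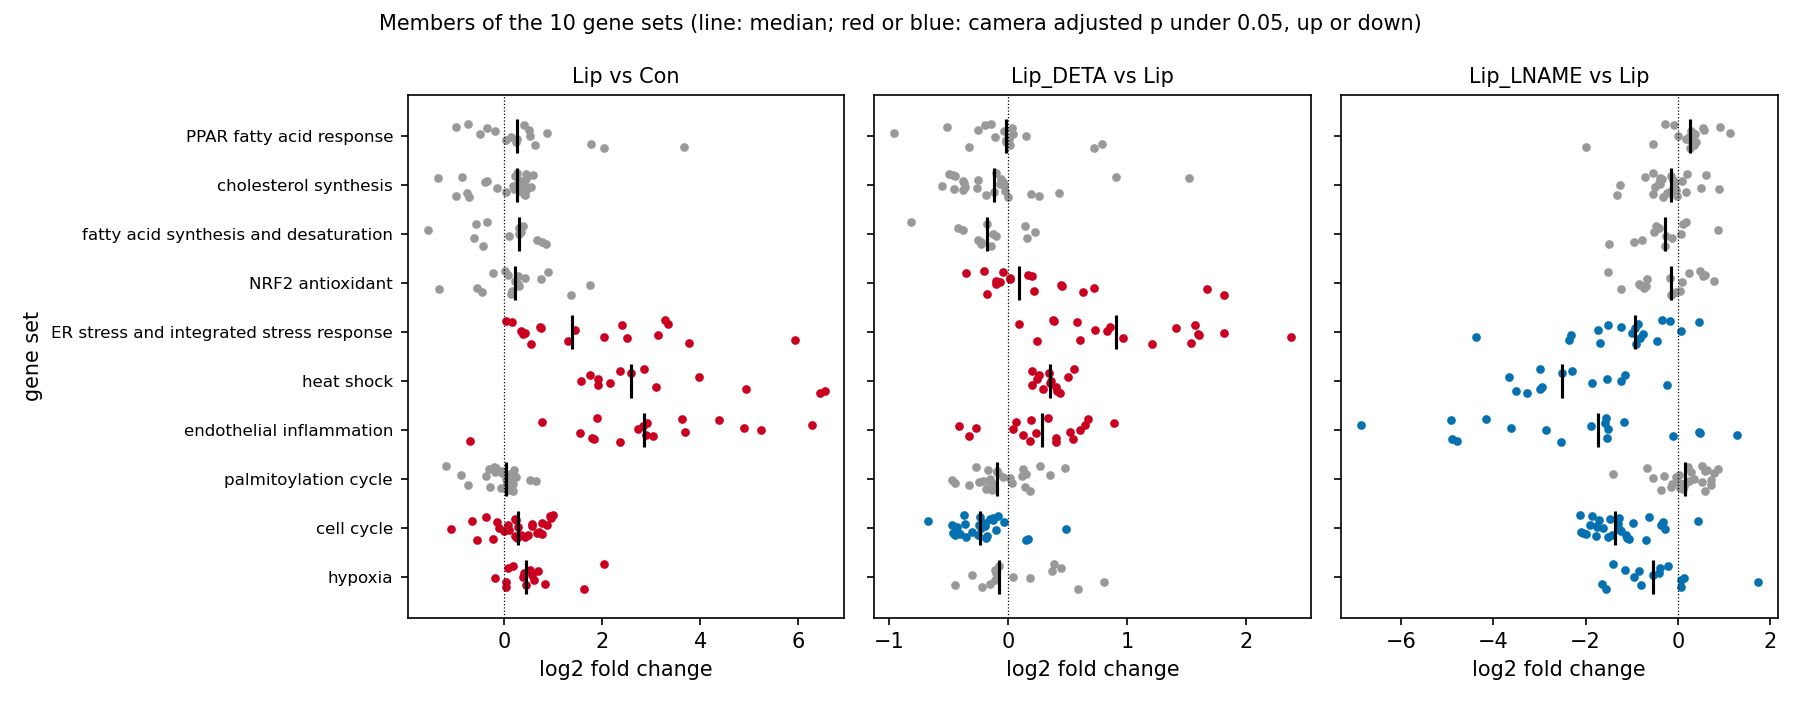
Log2 fold change (x axis) of each member of the 10 gene sets (y axis) in Lip vs Con, Lip_DETA vs Lip and Lip_LNAME vs Lip; points are genes, lines are set medians, and red or blue marks sets with a camera adjusted p-value under 0.05, up or down. The heat shock median was 2.59, 0.35 and −2.51 in the 3 contrasts.

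Whether donor and inhibitor moved the same genes, and whether either countered the lipid response, was examined across genes. The log2 fold changes of Lip_DETA vs Lip and Lip_LNAME vs Lip correlated at Pearson r = −0.151 (Spearman rho −0.175) over 16675 genes, where unchanged groups sharing the Lip libraries gave a mean r of 0.491 (0.464 to 0.511 in 100 simulations). Of 283 genes called in both contrasts, 224 went in opposite directions. Restriction to genes with an average log2 CPM of at least 5 moved r most, to −0.335, and leaving out Lip replicate 1 gave −0.0432. For Lip vs Con against Lip_DETA vs Lip, r was −0.186 (rho −0.223), and 205 of 314 genes called in both were opposite. For Lip vs Con against Lip_LNAME vs Lip, r was −0.503 (rho −0.358), with 2406 of 2769 genes called in both opposite. Unchanged groups gave a mean r of −0.496 (−0.518 to −0.467) and −0.501 (−0.522 to −0.476) for these pairs, through the shared Lip libraries alone. Those simulations hold no changed gene, and where many genes change the part of r due to shared libraries is smaller. In simulated data with 2000 genes changed in Lip_LNAME and unchanged in Lip_DETA, r between Lip_DETA vs Lip and Lip_LNAME vs Lip was 0.264. The correlations with Lip vs Con therefore do not show, over all genes, whether either compound countered the lipid response. Among the gene sets, heat shock, inflammation, ER stress, hypoxia and cell cycle rose in Lip vs Con and fell in Lip_LNAME vs Lip with camera. No group received L-NAME without lipids, so these falls may be an effect of L-NAME apart from the lipid response.

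A version of the question without shared libraries used genes called in a contrast against Con. Each such list carries the compound's own effect as well as the lipid response. Opposite effects of donor and inhibitor alone would therefore also give negative medians. The medians cannot show whether either compound countered the lipid response. They show only whether genes changed by lipids with a compound moved the opposite way with the other compound. The 6723 genes called in Lip_LNAME vs Con had a median change of −0.14 in Lip_DETA vs Lip, signed by their direction, and 69.0% moved the opposite way. This median lay below all 10000 random lists (−0.11 to −0.08). With genes at the floor set to their bound it was −0.14. Without Lip_LNAME replicate 1 it was −0.11 and with scaling by total counts −0.10, both within the range of those lists, and random lists redrawn under these alternatives, a step chosen after seeing the data, ran from −0.08 to −0.06 in both, above the medians. The 5475 genes called in Lip_DETA vs Con had a median of −0.47 in Lip_LNAME vs Lip, with 81.2% moving the opposite way, below all random lists (−0.25 to −0.19). With genes at the floor set to their bound it was −0.46, and without Lip_LNAME replicate 1 it was −0.35, below all lists redrawn in that fit (−0.24 to −0.21).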

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

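Each alternative changed 1 choice of the analysis, and except where said otherwise the cause of a change was not tested. Before the data were examined most alternatives were set. The voom fit, the offsets for length and GC trends, and the removal of Lip_LNAME replicate 1 from contrasts that do not involve it were chosen after seeing the data. Gene sets were not tested with DESeq2, voom or the length and GC offsets, and fry and the estimated correlation apply to sets alone. Over the alternatives run for each kind of result, single-gene results were the same in 1633 cases, stronger in 89, weaker in 22 and reversed in 34, and gene-set results were the same in 398, stronger in 23, weaker in 15 and reversed in 4. None of the reversed values was past the threshold.

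Omitting Lip_LNAME replicate 1 gave 5234 genes higher and 5086 lower in Lip vs Con with 8 study genes, 2656 and 2166 in Lip_DETA vs Lip with 5 study genes, and 4941 and 4835 in Lip_DETA vs Con. These contrasts do not compare that library. Its removal lowered the shared dispersion from 0.0347 to 0.00461, and it also changed the filter, which kept 17165 genes in place of 16675, and the degrees of freedom. These were not changed 1 at a time in edgeR. The voom fit kept all libraries and the same filter, and it too gave more calls. A changed filter is therefore not needed for added calls. The voom fit, which gave this library a weight of 0.0371, called 5135 genes higher and 5130 lower in Lip vs Con (8 study genes), 3065 and 2531 in Lip_DETA vs Lip (6 study genes), 4560 and 4832 in Lip_LNAME vs Lip (9 study genes) and 5000 and 5101 in Lip_DETA vs Con.

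Fits of only the 2 groups compared called 4980 genes higher and 4721 lower in Lip vs Con (8 study genes), 2774 and 2219 in Lip_DETA vs Lip (6 study genes, 3 gene sets), 937 and 1317 in Lip_LNAME vs Lip (1 study gene), 5052 and 4645 in Lip_DETA vs Con, 1474 and 1448 in Lip_LNAME vs Con, and 2232 and 1834 in Lip_DETA vs Lip_LNAME. These fits gave more calls in the contrasts without Lip_LNAME and fewer in those with it. They change the dispersion, the degrees of freedom and the filter together, and the cause was not tested.

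Scaling by total counts alone gave 205 genes higher in Lip_DETA vs Lip, 4279 lower in Lip_DETA vs Con, and 1678 higher and 5553 lower in Lip_LNAME vs Con. The DESeq2 test called 705 higher and 299 lower in Lip_DETA vs Lip, 2 study genes in Lip vs Con and 8 in Lip_LNAME vs Lip. DESeq2 size factors within edgeR gave 2 study genes in Lip vs Con. Offsets for length and GC trends gave 750 higher and 351 lower with 1 study gene in Lip_DETA vs Lip, and 2 study genes in Lip vs Con. Without a filter on low counts 8 gene sets passed in Lip_LNAME vs Lip. With fry 9 sets passed in that contrast, among them palmitoylation (0.000734), and with an estimated correlation 1 set passed in Lip_DETA vs Lip.

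Replicate numbers were tested for pairing. Over 18 pairs of libraries with the same number in different groups, the correlation of deviations from the group mean ran from −0.0746 to 0.166, with 1 pair over 0.1, so the numbers do not pair the samples. With the replicate as a block, 46 genes were lower in Lip_DETA vs Lip and 276 were called in all, of which 270 were among the 457. The block also moved the PPAR set in Lip vs Con past the threshold (adjusted p 0.0495).

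Leaving out each of the 6 libraries of a contrast in turn gave these ranges. In Lip vs Con 1921 to 2151 genes were higher and 2295 to 2510 lower, with 4 to 6 gene sets. In Lip_DETA vs Lip 38 to 248 were higher and 5 to 98 lower, with 0 study genes in each fit. In Lip_LNAME vs Lip 1626 to 4232 were higher and 2145 to 4509 lower, with 3 to 10 study genes and 5 to 7 gene sets. In Lip_DETA vs Con 2088 to 2242 were higher and 1969 to 2235 lower. In Lip_LNAME vs Con 2154 to 4034 were higher and 2518 to 4623 lower, and in Lip_DETA vs Lip_LNAME 3051 to 5083 and 2562 to 4593. With 3 libraries per group, leaving out 1 library lowered the Lip_DETA vs Lip counts by the largest factor of the 6 contrasts.

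The correlation of Lip_DETA vs Lip with Lip_LNAME vs Lip was −0.335 for genes with an average log2 CPM of at least 5 and −0.203 with a prior count of 5, and ran from −0.168 to −0.0432 with libraries left out. That of Lip vs Con with Lip_DETA vs Lip was −0.150 at the higher expression limit and ran from −0.259 to −0.182. That of Lip vs Con with Lip_LNAME vs Lip was −0.379 and −0.436 under the first pair of alternatives and ran from −0.549 to −0.427. The list median of genes called in Lip_LNAME vs Con was −0.16 at an adjusted p under 0.01, −0.10 with scaling by total counts, and −0.15 to −0.11 with libraries left out. The list median of genes called in Lip_DETA vs Con was −0.57, −0.35 and −0.55 to −0.35 in the same order. Under each of these 14 alternatives both medians lay below all 10000 random lists drawn under the same alternative, a comparison chosen after seeing the data.

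Reversed values in Lip vs Con were as follows. CD36 read 0.0022 with DESeq2 size factors, 0.0057 with DESeq2, 0.0079 with only the 2 groups, 0.30 with length and GC offsets, and 0.0123, 0.0743 and 0.0188 without Con replicate 1, Con replicate 3 and Lip replicate 2, in a range of −0.15 to 0.0743. SLC27A3 read −0.16 with scaling by total counts, −0.0028 with the CPM filter, −0.078 with length and GC offsets, and −0.067, −0.0113 and −0.068 without Con replicate 2, Lip replicate 1 and Lip replicate 3, in a range of −0.068 to 0.11 with libraries left out. TXN read −0.16 with scaling by total counts, −0.0023 with the CPM filter, −0.083 with length and GC offsets, and −0.063 and −0.049 without Con replicates 2 and 3, in a range of −0.063 to 0.11. ADH5 read −0.11 with scaling by total counts and −0.0044 without Con replicate 2 (range to 0.14), CAV1 −0.10 with scaling by total counts, and SLC27A4 −0.0103 with length and GC offsets. The direction of the cholesterol synthesis set reversed with scaling by total counts (adjusted p 0.965), with the CPM filter (0.988), without Con replicate 3 (0.875) and without Lip replicate 1 (0.842). With libraries left out its adjusted p ran from 0.840 to 0.949.

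In Lip_LNAME vs Lip, CD36 reversed to −0.075 with scaling by total counts and −0.0123 without Lip_LNAME replicate 2, in a range to 0.095 without Lip_LNAME replicate 1. CAV1 read −0.0114 with scaling by total counts. ZDHHC4, whose exons overlap a gene on the other strand and whose values are uncertain to that extent, read −0.075 with scaling by total counts, −0.11 with length and GC offsets, −0.0095 without Lip replicate 3 and −5.0e-04 without Lip_LNAME replicate 2, in a range to 0.093. TXN read −0.072 with voom and −0.14 without Lip_LNAME replicate 1, but 0.75 without Lip_LNAME replicate 2. ZDHHC5 read 0.0250 with voom and 0.0254 without Lip_LNAME replicate 1, but −0.29 without Lip_LNAME replicate 2, and SLC27A4 0.0035 without Lip_LNAME replicate 2.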

Other observations

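The tests of length and of depth for Lip_LNAME replicate 1, all 3 tests of the ribosomal DNA array and the test of near-identical histone copies were chosen after the result was seen. The mitochondrial and histone gene groups and the removal of length and GC trends were also chosen after the data were seen. Tests that rest on them were therefore not fixed in full beforehand. The remaining tests were set before.

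The 6 libraries of each contrast were regrouped in all 10 ways of forming 3 against 3. In Lip vs Con the labeled split was 1 of 10 with as many genes called, in Lip_DETA vs Lip 1 of 10, in Lip_LNAME vs Lip 1 of 10, in Lip_DETA vs Con 1 of 10, in Lip_LNAME vs Con 1 of 10 and in Lip_DETA vs Lip_LNAME 1 of 10. The other splits called 0 genes at the adjusted threshold. At an unadjusted edgeR p-value under 0.05 they gave 79 to 209 genes in Lip vs Con against 7390 for the labeled split, 102 to 328 against 2769 in Lip_DETA vs Lip, and 384 to 3292 against 7374 in Lip_LNAME vs Lip. The ranges were 67 to 111 against 7031, 354 to 1569 against 8373 and 350 to 2032 against 8769 in the last 3 contrasts. With 10 splits the share cannot go below 0.1, and each other split mixes both groups on each side, which widens the spread and holds down its calls. This test alone therefore does not exclude an accidental grouping of libraries.

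Lip_LNAME replicate 1 stood apart from its group mates, with 20026 genes detected and 14.4% of counts in ribosomal protein genes. Its log2 difference from them correlated with transcript length at a Spearman rho of −0.614, against −0.326 to 0.326 in the other 11 libraries, and with GC content at 0.260, against −0.120 to 0.164. A bias toward short transcripts, as partial RNA breakdown or a change in library preparation could produce, is consistent with both values. Neither RNA integrity nor preparation was tested. These trends were not the whole difference, because after their removal the SD of its differences was still 3.40 times the largest of the other libraries. Depth, at 20.6 M counts, lay within the range of the others and spoke against a shallow library. A library of another group under this label was also spoken against, because among genes that separated Lip_LNAME from each other group it was nearer to its group mates for at least 75.2% of them.

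Mitochondrially encoded transcripts were lower in all 3 lipid-treated groups than in Con. Of 27 tested, 26 were called lower in Lip, 25 in Lip_DETA and 27 in Lip_LNAME, and the 13 protein-coding ones had median log2 fold changes of −1.61, −1.19 and −3.72. A few abundant genes taking more of the counts would have lowered all genes alike, but the lowest median of all genes under total-count scaling was −0.31. Reads moving to the 404 nuclear copies would have left the summed share level, but the smallest change of that share was −1.98 on the log2 scale. With length and GC trends removed the median of the protein-coding genes nearest to 0 was still −1.21. These tests spoke against all 3 explanations and left a loss of mitochondrial transcripts or of their capture by poly-A selection as possible sources, neither of which was tested.

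Features of the ribosomal DNA array on chromosome 21 took a larger share in Lip_LNAME than in Lip, most of all in replicates 2 and 3. The 4 lncRNA features lie on the strand opposite to the annotated 5.8S genes. Because the use of strand is not stated, reads from ribosomal RNA of the other strand may be counted at them. Their counts therefore do not show that lncRNA was measured. The lowest lncRNA share among the Lip_LNAME libraries was 0.395%, in replicate 1, against 9.42% and 9.75% in the other pair. For these lncRNAs an L-NAME effect and a preparation difference cannot be told apart, because the library without the rise is the one that deviates in length. The 5.8S features rose in all 3 Lip_LNAME libraries, with a lowest share of 0.171% in replicate 1 against 0.0200% to 0.0363% in Lip, and MIR3648-1 read 121 CPM in replicate 1 against 13.5 to 28.0 CPM in Lip. A shared L-NAME effect is consistent with the 5.8S values, and a preparation difference between the groups was not tested. The summed share of the 4 lncRNA copies was at least 9.40-fold higher in replicates 2 and 3 than in any Lip library. This spoke against counting of reads at several copies as the whole source of the difference, because a read counted at each of 4 copies raises the sum by no more than 4-fold.

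Replication-dependent histone transcripts were higher in Lip than in Con, with 47 of 48 tested genes called higher. In Con 15 of these genes were at the floor, and with these at their bounds the median log2 fold change was at least 3.29. The 33 genes off the floor had a median of 3.35. More cells in S phase could raise them, but the 11 S-phase genes of the cell cycle set had a median of 0.25, with 8 higher and a range of −0.66 to 0.94. This cannot be told apart from an effect on histone RNA alone, because the S-phase genes went both ways. In Lip_DETA vs Lip the histone median was 0.55 with 5 of 48 genes called higher, while all 11 S-phase genes were lower (median −0.20). In Lip_LNAME vs Lip both medians were negative, −1.60 for histones and −1.27 for S-phase genes. The medians thus moved apart with DETA NONOate and together with L-NAME, and neither contrast decides the Lip vs Con rise. The summed share of the family rose 13.8-fold, which spoke against reads moving between near-identical copies, and with length and GC trends removed the median of fitted values was 3.94 over all 48 genes and 3.22 over the 33 off the floor. Histone RNA mostly lacks a poly-A tail, so added polyadenylation may also raise these counts, and that was not tested.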
